# Intracoronary Imaging, Cholesterol Efflux, and Transcriptomics after Intensive Statin Treatment in Diabetes

**DOI:** 10.1038/s41598-017-07029-7

**Published:** 2017-08-01

**Authors:** Surbhi Chamaria, Kipp W. Johnson, Yuliya Vengrenyuk, Usman Baber, Khader Shameer, Aparna A. Divaraniya, Benjamin S. Glicksberg, Li Li, Samit Bhatheja, Pedro Moreno, Akiko Maehara, Roxana Mehran, Joel T. Dudley, Jagat Narula, Samin K. Sharma, Annapoorna S. Kini

## Abstract

Residual atherothrombotic risk remains higher in patients with versus without diabetes mellitus (DM) despite statin therapy. The underlying mechanisms are unclear. This is a retrospective post-hoc analysis of the YELLOW II trial, comparing patients with and without DM (non-DM) who received rosuvastatin 40 mg for 8–12 weeks and underwent intracoronary multimodality imaging of an obstructive nonculprit lesion, before and after therapy. In addition, blood samples were drawn to assess cholesterol efflux capacity (CEC) and changes in gene expression in peripheral blood mononuclear cells (PBMC). There was a significant reduction in low density lipoprotein-cholesterol (LDL-C), an increase in CEC and beneficial changes in plaque morphology including increase in fibrous cap thickness and decrease in the prevalence of thin cap fibro-atheroma by optical coherence tomography in DM and non-DM patients. While differential gene expression analysis did not demonstrate differences in PBMC transcriptome between the two groups on the single-gene level, weighted gene coexpression network analysis revealed two modules of coexpressed genes associated with DM, Collagen Module and Platelet Module, related to collagen catabolism and platelet function respectively. Bayesian network analysis revealed key driver genes within these modules. These transcriptomic findings might provide potential mechanisms responsible for the higher cardiovascular risk in DM patients.

## Introduction

Diabetes mellitus (DM) has been recognized as an independent major cardiovascular risk factor since the publication of the first large-scale epidemiologic investigations in the 1970’s^1^. DM, in the absence of previous cardiovascular disease, confers a risk of adverse cardiovascular events similar to that faced by non-diabetic (non-DM) individuals with a history of previous cardiovascular events, thus representing a ‘coronary risk equivalent.’ Accordingly, current guidelines recommend that diabetic patients be treated with statins regardless of their cardiovascular history^2–4^. In a series of pivotal clinical trials between 1989 and 2000, statins have been shown to reduce both atherogenic lipoproteins and cardiovascular morbidity and mortality^5–8^. A post-hoc subgroup analysis of the data on diabetic patients included in the Scandinavian Simvastatin Survival Study provided the first trial-based evidence that lowering cholesterol with simvastatin improves the prognosis of diabetic patients with coronary heart disease (CHD)^9^. Plaque atheroma volume reduction has been demonstrated by intravascular ultrasound (IVUS) in several studies investigating the effects of lipid-lowering therapies, as well as those of anti-hypertensive drugs and anti-diabetic drugs^10–13^. Interestingly, DM appears to be one of the major negative determinants of coronary plaque regression in patients with acute coronary syndrome^14^. Our previous YELLOW II^15^ study (Reduction in Coronary Yellow Plaque, Lipids and Vascular Inflammation by Aggressive Lipid Lowering) was designed to assess the changes in plaque morphology of an obstructive non culprit lesion (NCL) by optical coherence tomography (OCT), near-infrared spectroscopy (NIRS) and IVUS with a comprehensive evaluation of high density lipoprotein (HDL) functionality and peripheral blood mononuclear cells (PBMC) transcriptomics in patients receiving high-dose statin therapy. In this post-hoc analysis we studied the differences in response to statin therapy between DM and non-DM patients and whether the residual cardiovascular risk in patients with stable coronary artery disease (CAD) undergoing percutaneaous coronary intervention (PCI) and concomitant DM could be related to impaired statin-responsiveness.

## Results

Of the 85 patients evaluated in YELLOW II, 37 patients had medically treated diabetes. Among the 37 DM patients, 10 were treated with insulin. We show baseline demographic data in Table 1 and types of antidiabetic medications in Supplementary Table 1. The baseline and follow-up chemical characteristics of the DM and non-DM groups are shown in Table 2. The baseline characteristics were well matched. There were no significant differences in baseline lipid profiles between the two groups. Following intensive statin therapy, there was a significant decrease in LDL-C (P < 0.001) and total cholesterol levels (P < 0.001) in both groups with total cholesterol levels lower in DM group compared to non-DM patients at follow-up (P = 0.045). However, DM group did not demonstrate a significant decrease in hs-CRP levels at follow-up (P = 0.058) or increase in ApoA1 (P = 0.47) in contrast to the non-DM group, which had reduced hs-CRP levels at follow up (P = 0.001) and increased ApoA1 (P = 0.003). Overall levels of hs-CRP (P = 0.034) were lower and ApoA1 levels (P = 0.011) were higher in the non-DM group compared to DM group.

**Table 1:** Baseline Demographics.

	Non Diabetes (n = 48)	Diabetes Mellitus (n = 37)	P value
Age	63.3 ± 12.1	61.5 ± 10.2	0.45
Male	31(65)	27(72)	0.52
Hypertension	42(87)	34(92)	0.43
Hypercholesterolemia	43(89)	32(87)	0.78
Smoking	8(17)	4(10)	0.35
Prior MI	6(13)	6(15)	0.76
Prior PCI	13.4(28)	10(28)	0.10
Baseline Statin Use	40(83)	25(67)	0.09
BMI	28.7 ± 5.3	30.6 ± 4.9	0.09
**Diabetes Medications**			
Oral Hypoglycaemics Only		26	
Insulin Only		3	
Combined		7	
None		1	

Values are mean ± SD or n (%) MI- Myocardial infarction, PCI- Percutaneous coronary intervention, BMI- Body mass index.

**Table 2:** Chemical parameters and cholesterol efflux capacity at baseline and follow up.

	Non Diabetes (n = 48)	Diabetes Mellitus (n = 37)	P Value
**Baseline**			
Total Cholesterol, mg/dl	152.0 ± 42.1	155.1 ± 48.7	0.94
LDL Cholesterol, mg/dl	87.8 ± 37.4	85.5 ± 42.7	0.318
HDL Cholesterol, mg/dl	42.9 ± 12.6	39.3 ± 12.6	0.13
Triglyceride^,^, mg/dl	106.5 ± 59.8	155.0 ± 148.8	0.11
ApoA1, mg/dl	121.4 ± 24.5	118.5 ± 27.1	0.48
hs-CRP, mg/dl	3.2 ± 5.5	3.8 ± 5.9	0.13
HbA1C, % (mmol/mol)	5.9 ± 0.4 (41 ± 4.4)	8.3 ± 2.0 (67 ± 21.9)	<0.001
Cholesterol Efflux Capacity	81.1 ± 0.1	80.4 ± 0.2	0.68
**Follow up**			
Total Cholesterol, mg/dl	119.8 ± 29.9	109.4 ± 29.2	0.045
change	−32.3 ± 39.0	−45.7 ± 45.0	0.11
p value	<0.001	<0.001	
LDL Cholesterol, mg/dl	55.3 ± 28.3	43.4 ± 20.6	0.06
change	−32.5 ± 32.5	−41.1 ± 41.8	0.37
p value	<0.001	<0.001	
HDL Cholesterol, mg/dl	44.5 ± 11.6	41.2 ± 17.7	0.058
change	1.5 ± 8.8	1.9 ± 13.4	0.53
p value	0.261	0.76	
Triglyceride, mg/dl	96.1 ± 49.0	120.6 ± 81.0	0.14
change	−10.4 ± 49.8	−34.4 ± 154.7	0.66
p value	0.18	0.14	
ApoA1, mg/dl	132.1 ± 20.7	120.7 ± 25.0	0.011
change	11.38 ± 24.7	1.6 ± 16.0	0.049
p value	0.003	0.47	
hs-CRP, mg/dl	2.17 ± 3.5	3.23 ± 5.0	0.034
change	−0.9 ± 4.1	−0.5 ± 5.0	0.62
p value	0.001	0.058	
HbA1c	6.0 ± 0.5 (42 ± 5.5)	8.2 ± 1.6 (66 ± 1.6)	<0.001
change	0.04 ± 0.2 (0.4 ± 2.2)	−0.11 ± 1.6 (−1.2 ± 17.5)	0.27
p value	0.34	0.62	
Cholesterol Efflux Capacity	85.3 ± 0.1	83.7 ± 0.2	0.20
change	0.04 ± 0.1	0.03 ± 0.7	0.83
p value	0.007	0.015	

Values are mean ± SD

*LDL denotes low density lipoprotein cholesterol, HDL high density lipoprotein cholesterol, Apo-AI apolipoprotein AI, hs-CRP high-sensitivity C-reactive protein.

### OCT and IVUS/NIRS Imaging Findings

We summarize baseline and follow-up multimodality image findings in Tables 3 and 4. There were no significant differences in OCT findings between the groups at baseline including the minimal fibrous cap thickness (FCT), prevalence of thin cap fibro-atheroma (TCFA), lipid and macrophage accumulation. At follow-up, there was an increase in FCT (DM (P = 0.047) and non-DM (P = 0.001)) and decrease in the prevalence of TCFA (DM (P = 0.025) and non-DM (P = 0.034)) in both groups. There was a significant decrease in lipid arc maximum in DM patients (P = 0.037) and decrease in lipid length in non-DM patients (P = 0.020) at follow up but the total lipid volume index (LVI) was not significantly different between both groups (P = 0.74). Although the DM patients showed a significant reduction in macrophage length (P = 0.011) at follow up, the prevalence of total macrophages (P = 0.035) remained higher in the DM group at follow up. The baseline and follow-up IVUS and NIRS plaque characteristics were not statistically significant, although the total atheroma volume and Lipid core burden index (LCBI) were higher in the DM patients at baseline (Table 4).

**Table 3:** Optical Coherence Tomography findings at baseline and follow up

	Non Diabetes (n = 48)	Diabetes Mellitus (n = 37)	P Value
**Baseline**			
Minimal Lumen Area, mm^2^	1.9 ± 0.8	1.7 ± 0.6	0.48
Lipid Rich Plaque	43(89)	33(90)	0.90
Lipid Arc Maximum,°	146.2 ± 82.9	148.4 ± 77.7	0.69
Lipid Length, mm	5.6 ± 4.3	5.6 ± 4.8	0.93
Lipid Volume Index, ° x mm	648.4 ± 671.9	682.5 ± 673.7	0.81
TCFA*	9(20)	8(21)	0.91
Fibrous cap thickness, μm	98.8 ± 41.8	103.4 ± 42.00	0.52
Macrophages	46(96)	37(100)	0.19
Macrophages arc (max), °	131.7 ± 66.0	141.4 ± 67.8	0.54
Macrophage Length, mm	9.1 ± 5.1	10.7 ± 5.6	0.21
Thrombus	6(13)	8(21)	0.38
Microvessel	35(73)	28(77)	0.71
Calcium deposition	42(87)	33(90)	0.67
Calcium-arc (max), °	123.5 ± 85.2	144.9 ± 80.3	0.17
**Follow up**			
Minimal Lumen Area, mm^2^	1.9 ± 0.8	1.7 ± 0.7	0.46
change	0.05 ± 0.25	−0.00 ± 0.21	0.25
p value	0.22	0.64	
Lipid Rich Plaque	43(89)	31(84)	0.57
p value	>0.99	0.16	
Lipid Arc Maximum, ° x mm	146.4 ± 81.1	130.8 ± 77.7	0.56
change	−0.7 ± 23.2	−16.2 ± 38.8	0.07
p value	0.71	0.037	
Lipid Length, mm	5.16 ± 4.18	4.7 ± 3.7	0.76
change	−0.3 ± −0.8	−0.3 ± 1.2	0.34
p value	0.020	0.52	
Lipid Volume Index, °x mm^**^	576.6 ± 667.7	598.2 ± 563.3	0.74
change	−160.3 ± 387.4	−77.8 ± 366.6	0.17
p value	0.17	0.54	
TCFA^*^	3(7)	3(8)	0.83
p value	0.034	0.025	
Fibrous cap thickness, μm	108.7 ± 39.5	109.1 ± 40.4	0.97
change	12.1 ± 18.6	5.6 ± 14.6	0.19
p value	0.001	0.047	
Macrophages	43(89)	37(100)	0.035
p value	0.18	1.00	
Macrophage arc (max), °	130.7 ± 62.7	127.2 ± 58.7	0.62
Change	−3.6 ± 28.4	−14.3 ± 46.2	0.28
p value	0.63	0.08	
Macrophage Length, mm	8.2 ± 5.2	9.6 ± 5.1	0.30
change	−0.9 ± 2.3	−1.5 ± 2.9	0.62
p value	0.027	0.011	
Thrombus	3(7)	6(16)	0.20
p value	0.32	0.16	
Calcium deposition	42(87)	32(87)	>0.99
p value	>0.99	0.32	
Microvessel	73(35)	82(30.3)	0.35
p value	0.32	0.32	
Calcium-arc (max), °	130.8 ± 83.5	152.8 ± 77.8	0.15
change	3.0 ± 11.2	3.8 ± 12.2	0.78
p value	0.06	0.317	

Values are mean ± SD or n (%) TCFA thin cap fibroatheroma, ^**^Averaged lipid arc x lipid length, *Lipid-rich plaque with the minimal fibrous cap thickness <65 µm.

**Table 4:** IVUS and NIRS findings at baseline and follow up.

	Non Diabetes (n = 48)	Diabetes Mellitus (n = 37)	P Value
**IVUS**			
**Baseline**			
TAV, mm^3^	173.6 ± 96.9	192.7 ± 92.9	0.22
PAV, %	59.7 ± 7.1	61.9 ± 8.0	0.11
Plaque Burden, %	75.5 ± 7.4	76.5 ± 6.8	0.52
**Follow up**			
TAV, mm^3^	172.1 ± 95.6	195.2 ± 96.3	0.31
change	−1.44 ± 13.9	2.5 ± 16.7	0.17
p value	0.74	0.74	
PAV, %	60.1 ± 7.1	62.0 ± 8.0	0.09
change	0.35 ± 2.5	0.15 ± 2.1	0.14
p value	0.27	0.39	
Plaque Burden, %	75.2 ± 7.9	76.5 ± 8.2	0.46
Change	−0.28 ± 5.32	0.005 ± 4.5	0.60
p value	0.987	0.48	
**NIRS**			
**Baseline**			
maxLCBI_4mm_	383.1 ± 162.3	456.1 ± 178.7	0.054
Follow up			
maxLCBI_4mm_	399.6 ± 177.7	400.8 ± 186.0	0.95
change	16.5 ± 124.1	−55.3 ± 181.6	0.034
p value	0.44	0.07	

Values are mean ± SD

IVUS intravascular ultrasound, NIRS near infrared spectroscopy, PAV percent atheroma volume, TAV total atheroma volume, maxLCBI4 mm maximal lipid core burden index in a 4 mm segment.

Finally, we performed a multivariate regression analysis generating several statistical models with the changes in different plaque characteristics as outcomes (Supplemental Table 2). In addition to DM status, we adjusted for baseline statin use, hypertension, smoking, BMI and baseline values for imaging parameters. Diabetes was not found to be an independent predictor of the changes in plaque characteristics after high-dose statin therapy.

### Cholesterol Efflux Capacity (CEC)

Baseline CEC was not different between the two groups (Table 2). At follow-up after high dose statin therapy, CEC significantly increased in both groups; DM (P = 0.015) and non-DM (P = 0.007).

### Differentially Expressed Genes

We mapped the 29,377 microarray probes to 20,819 genes. 

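Peripheral blood mononuclear cells (PBMC), the lymphocytes, monocytes and other cells that a density gradient separates from whole blood, were collected from 72 patients at baseline and again after 8 to 12 weeks of rosuvastatin at 40 mg daily. Baseline means before the study drug and not free of statins, since the paper lists statin use at baseline for most of its patients. The RNA of each sample was hybridized to an Illumina HumanHT-12 v4 array, which gave 144 arrays, 72 at each visit. Samples whose labels share a sibship number were read as coming from the same patient. Which of these patients had DM is not given in the sources used here, so DM and non-DM patients are pooled in every value taken from these arrays, a group wider than those the paper compares. The authors deposited the intensity of each probe with the background already subtracted, together with a table of their processed values on a log scale. Between 20.3% and 29.9% of the probes of an array (median 23.7%) lay below 0, where the signal did not exceed the background. The share of probes above 3 times the spread of the negative values was 31.0% to 50.5% at baseline (median 46.2%) and 35.3% to 51.1% at follow-up (median 46.6%). Of the 29377 probes, 27988 carried 1 gene name, 1389 were unnamed here and none carried several, which gave 19432 gene names. Intensities were quantile normalized between arrays, 50 was added and log2 was taken, so fold changes of dim genes are understated. With 1 array per patient and visit, the number of patients limits the precision.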

After normalization, quality control, and the removal of non- and under-expressed genes, 9,981 probes mapped to 9,978 genes (Fig. 1: Schematic of transcriptomic analysis workflow). 

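The genes kept as expressed in PBMC included IL1B and TNF, which encode inflammatory cytokines, MMP9, a matrix metalloproteinase, and CYBB, the catalytic subunit of the NADPH oxidase NOX2. The mean log2 level at follow-up was 6.98 ± 0.50 (SD, n = 72 patients) for IL1B, 7.23 ± 0.47 for TNF and 9.68 ± 0.40 for CYBB. IL6 and CRP, whose proteins the paper discusses as markers of inflammation, lay below the filter. The monocyte gene CD14, at 12.4 ± 0.38, lay far above the median of all probes, 5.89. A probe counted as expressed when its mean log2 level over the 144 arrays was above that median, since the paper's text does not name its threshold. This kept 14688 probes, of which 14079 carried a gene name, and 10702 genes. For the 2683 genes with more than 1 expressed probe, the probe with the highest mean level stood for the gene. A second filter, chosen after the data were seen, asked for a signal above 3 times the spread of the negative values in at least 72 arrays. It kept 13369 probes and 9851 genes, and the first filter also kept all of these genes.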

In the DM group, we did not detect any genes differentially expressed from baseline to follow-up at an FDR-corrected P value of less than 0.05 (Supplementary Figure 1: Differential expression heatmap). In the non-DM group, we detected two genes differentially expressed from baseline to follow-up (*FOLR3 and C15orf54*). *FOLR3*, or folate receptor three (gamma), is a ubiquitously expressed folate receptor that was downregulated following statin exposure. In a previous study, *FOLR3* was upregulated in patients with early onset coronary artery disease compared to matched controls^16^. *C15orf54* is a poorly studied open reading frame on chromosome 15. This locus has previously been found to contain two single nucleotide polymorphisms (SNPs), both associated with cardiovascular phenotypes. The first, rs12907914, was found to be associated with increased risk for heart failure-related, left ventricle hypertrophy in an African American cohort^17^. In an independent study, rs17691453 was found to be associated with the small molecule metabolite dihydroxy docosatrienoic acid, which has been identified as a risk factor for heart failure^18^. Controlling for study time point, we did not detect any genes differentially expressed between DM and non-DM patients.

**Figure 1:**
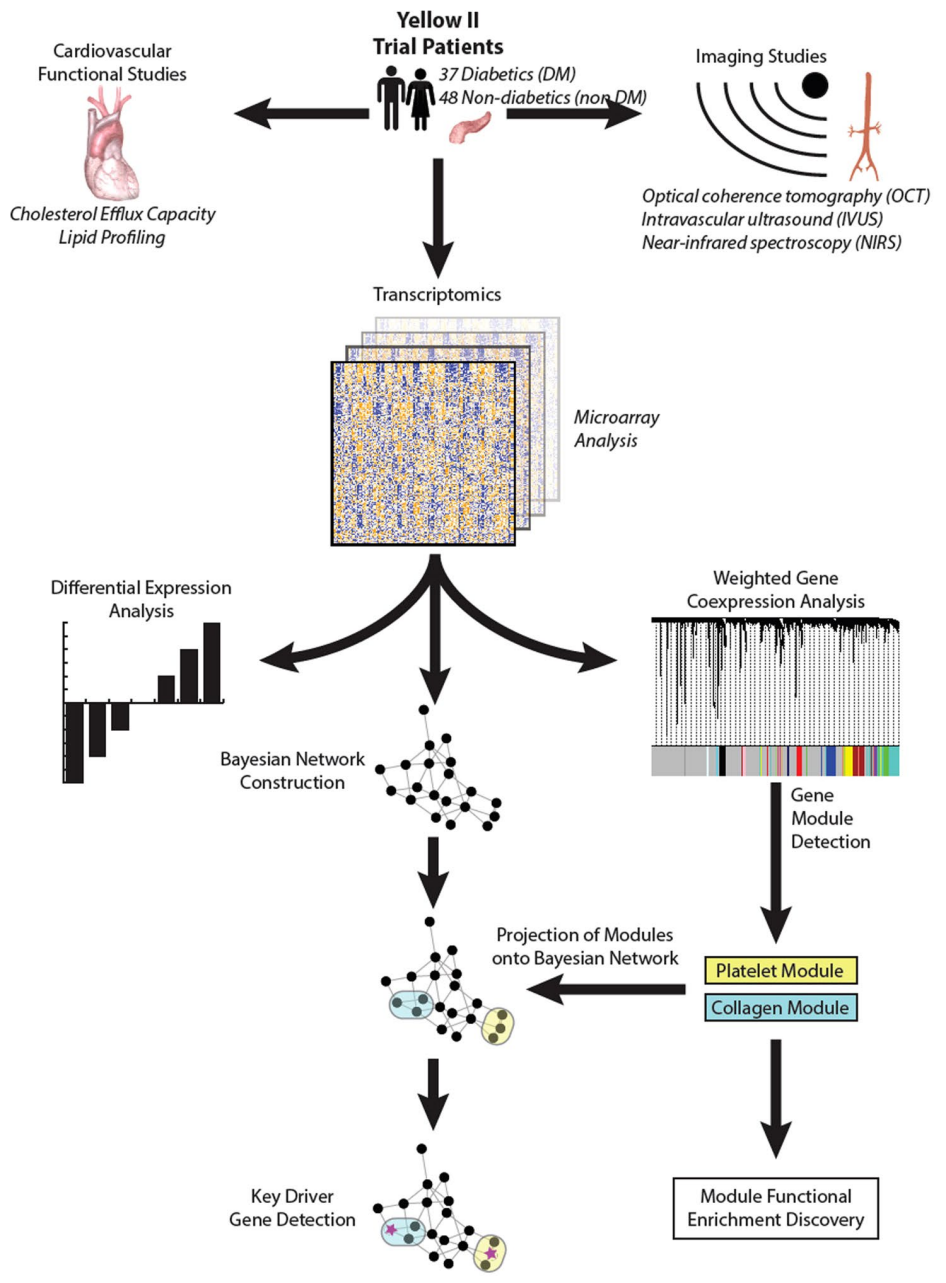
Schematic of transcriptomic analysis workflow.

### Weighted Gene Coexpression Network Analysis

Two of the 19 modules of genes discovered via WGCN analysis were statistically associated with diabetes status (p < 0.10). Significantly associated modules were named for their most significant cardiovascular-associated GO Biological Processes. 

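When the expressed genes were clustered by their coexpression over the 144 arrays, the genes that Table 5 lists for the Collagen Module fell together. All 28 of these genes that were measured, among them the neutrophil granule genes LTF (lactoferrin), MPO (myeloperoxidase) and ELANE (neutrophil elastase), lay in 1 cluster of 33 genes. The 5 other genes of that cluster, named after the clusters were seen, were BEX1, DEFA1B, MS4A3, S100P and SLC2A5. MS4A3 is a marker of granulocyte precursors, and DEFA1B is a near-identical copy of DEFA1 and DEFA3, whose probes may share its signal. The genes of coagulation and platelet activation that Table 5 lists for the Platelet Module were spread more widely, and 24 of the 35 measured, among them PPBP (platelet basic protein), ITGA2B (integrin alpha IIb), SELP (P-selectin) and VWF (von Willebrand factor), lay in 1 cluster of 123 genes. In all, 12 clusters formed, and they held 2737 genes. Since the study drew the genes of Table 5 from modules on these samples, their falling together is not independent evidence. The network was unsigned with a soft power of 6, and the tree of topological overlap was divided at a height of 0.95 into clusters of at least 30 genes, none of which the paper's text names. The cluster of platelet genes held 60 genes with a soft power of 8, 46 at a height of 0.9 and 71 on the follow-up arrays alone. It held 162 genes with a soft power of 4, 176 at a height of 0.98 and 133 on the baseline arrays alone. In simulated data of 1500 genes on 144 arrays, the clustering returned over 90% of planted modules of 40 and of 242 genes in 20 of 20 draws at a planted correlation of 0.65 and in 0 of 20 draws at 0.5, so a module of weakly correlated genes can be missed.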

The first gene expression module (Collagen Module) contained 40 coexpressed genes and the second module (Platelet Module) contained 242 genes (Fig. 2A: WGCNA module clustering. 

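From patient to patient, the genes of each module were higher or lower together. Over the 72 follow-up arrays, all 378 pairs of the 28 measured Collagen Module genes of Table 5, which include those for defensins and for lipocalin 2 (LCN2), were correlated above 0, with a mean pairwise r of 0.662. Of the 595 pairs of the 35 measured Platelet Module genes, which include those for thrombospondin 1 (THBS1) and P-selectin (SELP), 593 were correlated above 0, with a mean pairwise r of 0.482. Among 10000 random gene sets of the same size and matched mean level, the highest mean was 0.0974 beside the Collagen Module and 0.101 beside the Platelet Module, so both modules stood at the 100th percentile. With Spearman's rho the means were 0.653 and 0.455. The genes also moved together between the visits of a patient, with a mean pairwise r of the changes of 0.698 for the Collagen Module and 0.622 for the Platelet Module. On the leading component of expression, 10 arrays, 5 at each visit, stood apart from the other 134. Over the 67 follow-up arrays that did not stand apart, the means were 0.668 and 0.494. The study chose these genes on these samples, so their coexpression is not independent evidence of the modules.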

Correlation networks within Collagen Module (2B) and Platelet Module (2 C). In our previous work, we showed the collagen gene module to be associated with fibrous cap thickness independent of DM status^15^. 

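The genes of the Collagen Module followed the eigengene of the remaining module genes to differing degrees. Of the genes of responses to bacteria, across the 72 follow-up arrays, LTF reached r = 0.941 (rho = 0.931), DEFA4, which encodes a neutrophil defensin, r = 0.920 (rho = 0.916), and CAMP (cathelicidin) r = 0.913 (rho = 0.910), while HP (haptoglobin) and ANXA3 (annexin A3), the lowest of this group, reached r = 0.683 (rho = 0.627) and r = 0.673 (rho = 0.649). Of the genes for interactions at the vascular wall, OLR1, the receptor of oxidized low density lipoprotein, reached r = 0.936 (rho = 0.922) and CEACAM1 r = 0.667 (rho = 0.725). Of the 3 measured genes of collagen catabolism, ELANE reached r = 0.846 (rho = 0.857), PRTN3 (proteinase 3) r = 0.672 (rho = 0.673) and MMP9 r = 0.528 (rho = 0.594), the lowest r of the 28 genes. Within the Platelet Module, of the genes of coagulation and platelet activation, GNG11, a G protein subunit, reached r = 0.877 (rho = 0.904), PROS1 (protein S) r = 0.876 (rho = 0.864), the ADP receptor P2RY12 r = 0.511 (rho = 0.504) and GNG8 r = 0.337 (rho = 0.325), the lowest of the 42 genes. The log2 level of DEFA3, another neutrophil defensin gene, was 10.9 ± 1.41 (SD, n = 72) at follow-up. Of 70 correlations computed for the 2 modules, the highest Benjamini-Hochberg adjusted p of any gene was 0.00358 for r and 0.00543 for rho, both from permutation tests. Since the study chose these genes on these samples, such p-values are not independent evidence of the modules. Without the 2 patients farthest from the median eigengene, r ran from 0.465 to 0.941 in the Collagen Module and from 0.308 to 0.884 in the Platelet Module, and without the arrays that stood apart from 0.522 to 0.961 and from 0.341 to 0.895.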

Module summary functions and associated genes are shown in Table 5. The Collagen Module was statistically enriched for 27 GO Biological Processes, 24 GO Cellular Components, 7 GO Molecular Functions, 2 KEGG pathways, 16 CORUM protein complexes, 65 Reactome pathways, 2 Pfam Interpro Domains, 271 ChEA transcription factor (TF) binding sites, 56 ENCODE ChIPseq binding sites, and 66 TRANSFAC and JASPAR TF sites. The Platelet Module was enriched for 73 GO Biological Processes, 15 GO Cellular Components, 7 GO 6 CORUM protein complexes, 10 Reactome pathways, 5 Pfam Interpro Domains, 17 ChEA transcription factor (TF) binding sites, and 1 TRANSFAC, and JASPAR TF sites.

**Figure 2:**
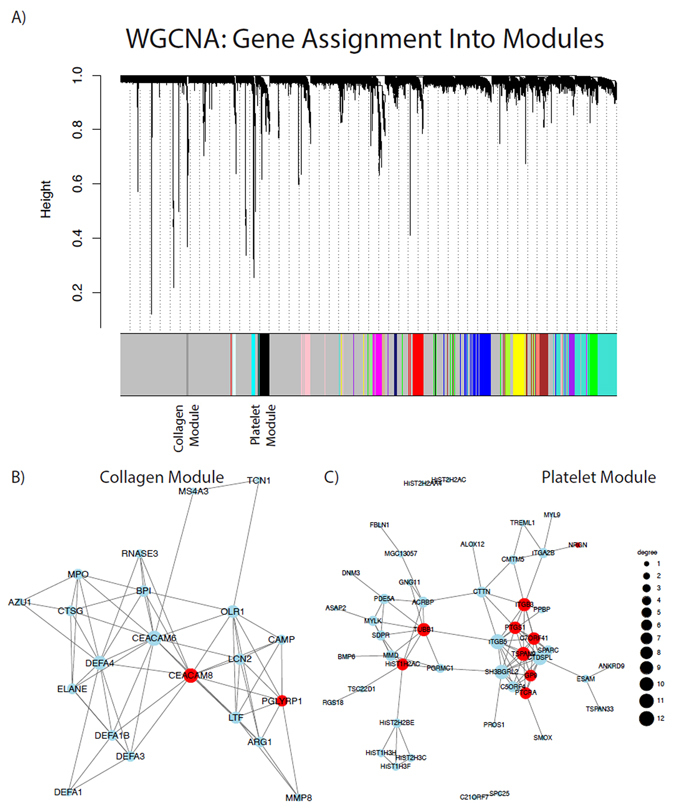
Weighted Gene Coexpression Network Analysis: (WGCNA) (**A**) WGCNA module clustering (**B**) Correlation networks within Collagen Module and (**C**) Platelet Module.

**Table 5:** Representative biological processes and anatomic localizations within the two gene coexpression modules.

Module	Biological Process	Genes
**Collagen Module**	Collagen Catabolism	COL17A1; PRTN3; MMP8; MMP9; ELANE
	Cell surface interactions at the vascular wall	CEACAM1; CEACAM6; OLR1; CEACAM8
	Host responses to bacterial pathogens	CEBPE; ANXA3; DEFA4; HP; DEFA3; RNASE3; DEFA1; AZU1; BPI; PGLYRP1; CAMP; ELANE; LTF
	Mucosal innate immunity	DEFA3; RNASE3; DEFA1; CAMP; LTF
	**Anatomical localization**	**Genes**
	Extracellular space	SERPINB10; ORM1; ARG1; DEFA4; CRISP3; HP; DEFA3; DEFA1; RNASE3; MMP8; OLFM4; MMP9; MPO; TCN1; LCN2; CHI3L1; PRTN3; CTSG; CEACAM8; CAMP; LTF
	Extracellular matrix	SLPI; CRISP3; TFF3; CHI3L1; PRTN3; CTSG; DEFA1; MMP8; MMP9
**Platelet Module**	Transcription regulation	SCL; GATA1; HNF4A; FLI1; EGR1; SOX2; ATF3; RUNX1; GATA2; MITF; TAL1
	Coagulation and hemostasis	GUCY1B3; SPARC; ITGB3; PROS1; ITGA2B; MPL; F13A1; TFPI; THBS1; GRB14; HMG20B; JAM3; P2RY12; GUCY1A3; ABCC4; VWF; EGF; ACTN1; GP1BA; ANO6; PPBP; GP6; PTK2; TUBA4A; SELP; GP9; EHD3; KIF2A; MMRN1; CD9; PDE5A; ESAM; MGLL; VCL
	Platelet activation, aggregation, and signaling.	SPARC; ITGB3; PROS1; ITGA2B; MPL; F13A1; THBS1; GNG8; P2RY12; ABCC4; VWF; EGF; ACTN1; GP1BA; PPBP; GP6; GNG11; PTK2; TUBA4A; SELP; GP9; MMRN1; CD9; MGLL; VCL

### Bayesian Network Analysis

We detected a total of 11 key driver (KD) genes within the two subgraphs of our significant WGCNA gene modules. The collagen module contained two KDs (*CEACAM8* and *PGLYRP1*) and the platelet module contained 9 KD genes (*GP9, C7orf41, HIST1H2AC, PTGS1, ITGB3, PTCRA, TSPAN9, TUBB1, NRGN*) (Fig. 3: Bayesian network directed subgraphs around key driver genes). 

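CEACAM8 followed the Collagen Module more closely than any other of its 28 measured genes, with r = 0.946 (rho = 0.950) against the eigengene of the remaining genes across the 72 follow-up arrays, and PGLYRP1 ranked 4 of 28, with r = 0.928 (rho = 0.914). Among the 42 measured genes of the Platelet Module, those of coagulation and platelet activation in Table 5 and the KD genes but not the transcription regulators, PTGS1 ranked 1 with r = 0.892 (rho = 0.874), ITGB3 ranked 2 with r = 0.888 (rho = 0.868) and MTURN, the current name of C7orf41, ranked 3 with r = 0.884 (rho = 0.826). TSPAN9 (r = 0.873, rho = 0.854), TUBB1 (r = 0.853, rho = 0.861) and GP9 (r = 0.851, rho = 0.791) ranked 6, 9 and 10. NRGN, which encodes neurogranin, ranked 25 with r = 0.689 (rho = 0.633). By rho, CEACAM8 ranked 1 and PGLYRP1 8 of 28, and of the 42 genes PTGS1 ranked 2, ITGB3 3, TUBB1 6, TSPAN9 7, MTURN 9, GP9 13 and NRGN 28. For each of the 11 KD genes, the permutation p of r and of rho was 1e-05, the smallest that 100000 permutations can give, and so was the Benjamini-Hochberg adjusted p over the 11 genes. Without the 2 patients farthest from the median eigengene, r was 0.941 for CEACAM8, 0.915 for PGLYRP1 and between 0.704 and 0.884 for the platelet KD genes. Over the follow-up arrays that did not stand apart, r was 0.961 for CEACAM8, 0.926 for PGLYRP1 and between 0.684 and 0.896 for the platelet KD genes, of which MTURN and GP9 then ranked 1 and 2. The study chose these genes on these samples, so the ranks are not independent evidence, and the Bayesian network behind the choice was not rebuilt here.

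**Figure D1:**
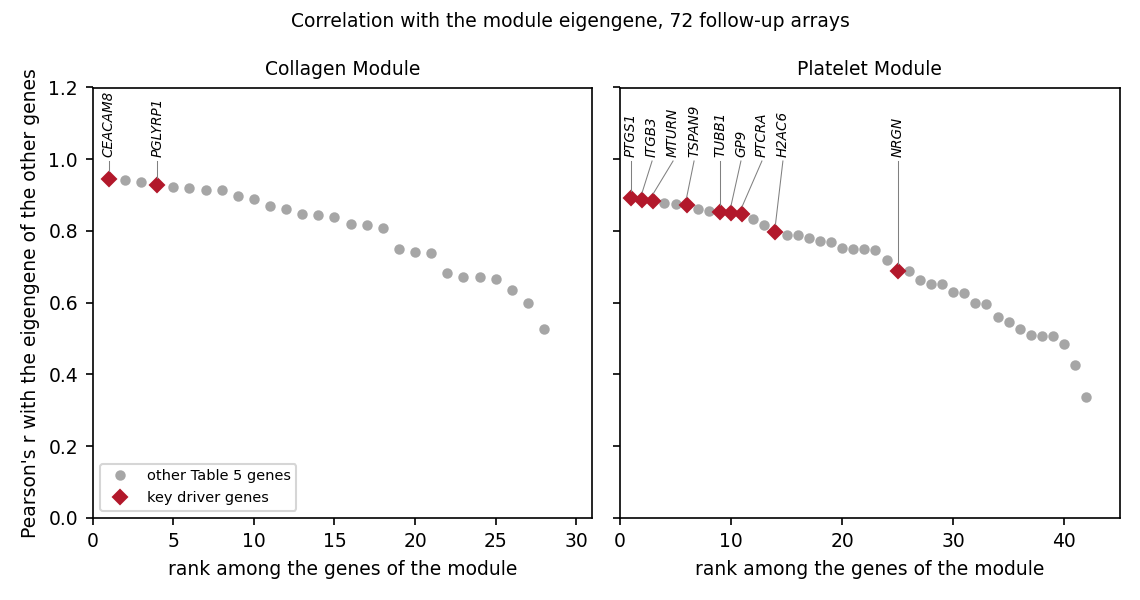
Pearson's r of each gene with the eigengene of the other measured Table 5 genes of its module (vertical axis) against its rank by r (horizontal axis), across 72 follow-up arrays, for the Collagen Module (left, 28 genes) and the Platelet Module (right, 42 genes). Diamonds mark the KD genes, of which CEACAM8 and PTGS1 rank 1 and NRGN ranks 25.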

*CEACAM8* (Carcinoembryonic Antigen Related Cell Adhesion Molecule 8) is a cell adhesion marker expressed on granulocytes involved in cellular adhesion to endothelial cells^19^. *PGLYRP1* (Peptidoglycan Recognition Protein 4) is a broadly bactericidal component of the innate immune system that encodes a receptor for bacterial cell wall peptidoglycans. This gene has been most studied in the context of immune-related disease such as dermatitis^20^. Both of these key driver genes are found in the extracellular space.

**Figure 3:**
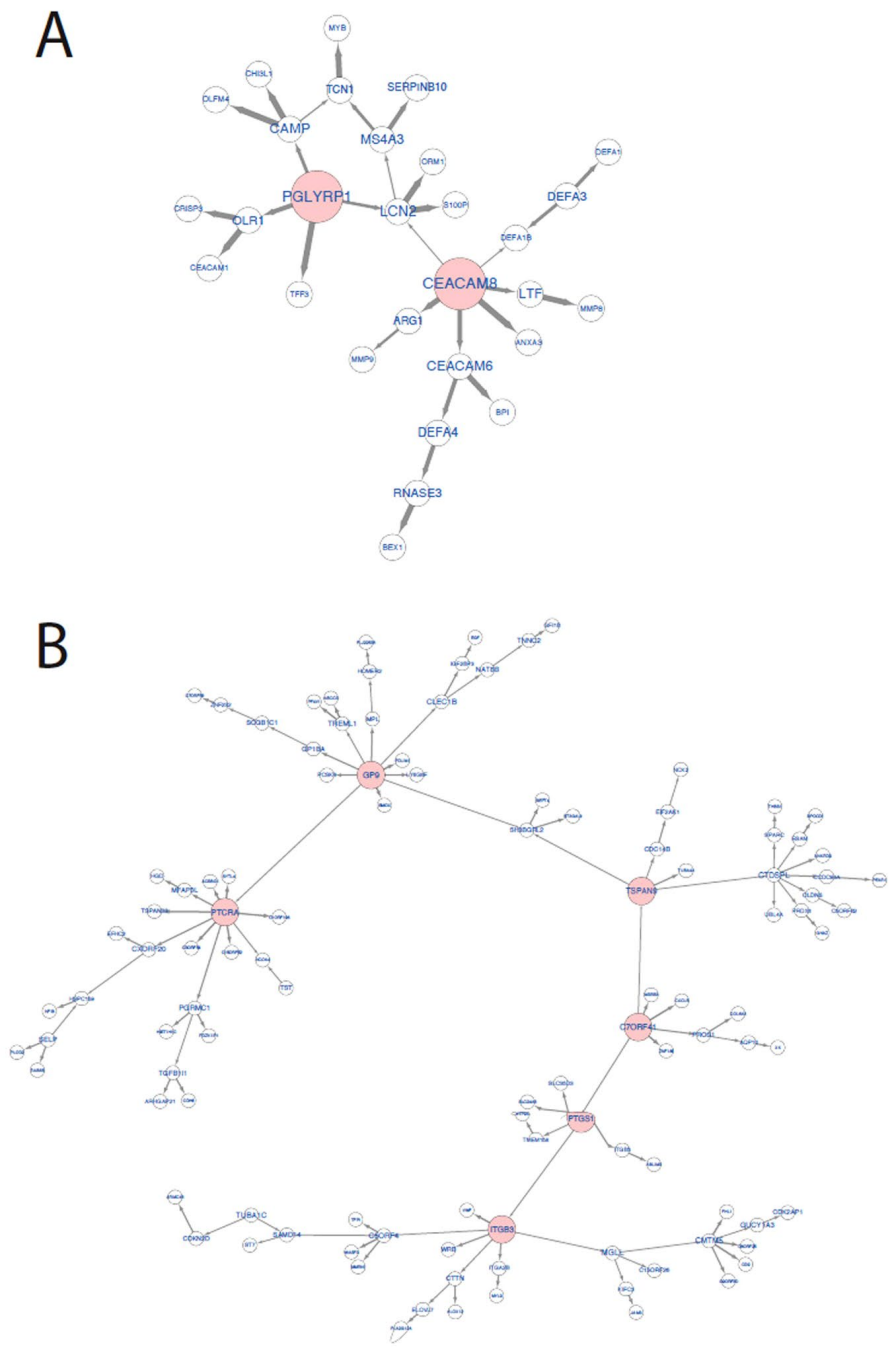
Bayesian network directed subgraphs around key driver genes.

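The Platelet Module rose and fell across patients with the markers of platelets. A score of 12 platelet and megakaryocyte markers that are not in Table 5, from a list fixed before the data were examined, correlated with the module eigengene at r = 0.931 (rho = 0.931) over the 72 follow-up arrays. The permutation p was 1e-05 for both, and the Benjamini-Hochberg adjusted p over 27 pairs of a module and a cell type was 0.00027. The markers PPBP and NRGN stood at log2 levels of 12.5 ± 0.53 and 10.9 ± 0.71 (SD, n = 72). Of the 12 markers, 3 are KD genes that the study chose on these samples (TUBB1, NRGN and PTCRA), and the score of the other 9 reached r = 0.916 (rho = 0.909). With markers of erythroid cells, the eigengene correlated at r = 0.310 (rho = 0.236, permutation p = 0.00881 and 0.0459, adjusted p = 0.0793 and 0.183), but at r = 0.155 without the 2 patients farthest from the median eigengene, and at 0.321 over the 67 follow-up arrays that did not stand apart. At baseline, adjusted p was 0.0275 for r with erythroid cells (r = 0.338, rho = 0.231), dendritic cells (r = -0.344, rho = -0.223) and B cells (r = -0.330, rho = -0.283), with permutation p of r of 0.00459, 0.00323 and 0.00509 and of rho of 0.0531, 0.0596 and 0.0163, adjusted p for rho of 0.136, 0.136 and 0.0878, and r of 0.230, -0.252 and -0.407 without the 2 farthest patients. For the within-patient change, the module correlated with dendritic cells at r = -0.569 (rho = -0.410, permutation p = 1e-05 and 0.00043, adjusted p = 9e-05 and 0.00358, r = -0.434 without the 2 farthest patients and -0.632 without those with an array that stood apart), with granule markers at r = 0.392 (rho = 0.332, permutation p = 0.00108 and 0.0046, adjusted p = 0.00583 and 0.0207, r = 0.248 and 0.386 likewise) and with nonclassical monocytes at r = -0.328 (rho = -0.267, permutation p = 0.00509 and 0.0227, adjusted p = 0.0196 and 0.0558, r = -0.222 and -0.358 likewise). None of the 9 platelet KD genes passed limma's test for a change from baseline to follow-up, with log2 fold changes from -0.09 for GP9 (standard error 0.08, adjusted p = 0.664, higher in 33 of 72 patients) to 0.04 for H2AC6, the current name of HIST1H2AC. As a list, the KD genes gave camera adjusted p = 0.369, and adjusted p = 0.806 with an estimated correlation. For the platelet score, r was 0.928 without the 2 patients farthest from the median eigengene and 0.929 over the 67 follow-up arrays that did not stand apart.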

Several of the KD genes identified within the platelet module have well-characterized roles in platelet biology, cardiovascular physiology, and cardiovascular disease. *PTGS1* (prostaglandin-endoperoxide synthase 1, more commonly recognized clinically as COX-*1* or Cyclooxygenase 1) is one of two cyclooxygenase isoforms involved in the human biosynthesis of prostaglandins from arachidonic acid^21^. It is one of the two major targets of nonselective Non steroidal anti-inflammatory drug (NSAID) therapy. COX-1 is a vital regulator of angiogenesis in endothelial cells and has a role in platelet function via its control of downstream production of Thromboxane A_2_ (TXA_2_), a potent vasoconstrictor and prothrombotic agent released by activated platelets. *ITGB3*, better known clinically as Glycoprotein IIIa (GPIIIa) is a vital component of the GPIIb/IIIa integrin complex found on platelets and is a fibrinogen receptor. ADP activation of platelets leads to GPIIb/IIIa conformational changes, which induce binding to fibrinogen. This compound is the target of the antiplatelet drugs GPIIb/IIIa inhibitors used during percutaneous coronary intervention^22^. Dysfunction of ITGB3 is classically associated with Glanzmann Thrombasthenia^23^. *GP9* (Glycoprotein 9 or GPIX) is a platelet surface glycoprotein, which under shear stress binds GP1b and GPV to form a complex that acts as the von Willebrand Factor (vWF) receptor, and is thus a vital component of hemostasis. Mutations in the GPIIb/V/IX complex are classically associated with Bernard-Soulier syndrome^24^. *TUBB1* (Tubulin Beta 1 Class IV) is a component of one of the two families of tubulins that form microtubules. *TUBB1* is expressed in platelets and progenitor megakaryocytes and is intimately involved in platelet maturation. Shameer *et al*. demonstrated in a genome-phenome wide association study that 11 SNPs in *TUBB1* are associated with Mean platelet volume (MPV)^25^. *C7orf41* is an open reading frame on chromosome seven also known as Maturin (*MTURN)*. *C7orf41* is thought to be associated with neurogenesis, but it was recently shown to promote a novel pathway for megakaryocyte differentiation via ERK and JNK signaling pathways^26^. *NGRN* (Neurogranin) is another protein associated with neuronal physiology; specifically, it has been previously associated with Alzheimer Disease^27^. Although platelets are anucleate, they do contain a small amount of mRNA and maintain protein transcriptional activities. Transcriptional profiling of platelets demonstrates that *NGRN* is one of the top five most transcribed proteins within platelets^28^. *TSPAN9* (tetraspanin 9) is a poorly studied tetraspanin molecule specific to platelets and important for platelet function via interactions with GPVI^29^. The two remaining KD genes *PTCRA* (pre-T cell antigen receptor alpha) and *HIST1H2AC* (Histone H2AC, a member of one of the four core histones) do not have well-characterized roles in platelet function.

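PTCRA and H2AC6 (HIST1H2AC) followed the other genes of the Platelet Module. Across the 72 follow-up arrays, PTCRA correlated with their eigengene at r = 0.848 (rho = 0.812) and ranked 11 of 42 (10 by rho), and H2AC6 at r = 0.798 (rho = 0.769) and ranked 14 (17 by rho). The score of 14 T cell markers, cells in which the receptor chain encoded by PTCRA is known to act during development, correlated with the same module at r = 0.0211 (rho = -0.0952), with permutation p = 0.859 for r and 0.424 for rho and adjusted p = 0.892 and 0.602 over 27 pairs. Both KD genes had a permutation p of 1e-05 for r and for rho. Without the 2 patients farthest from the median eigengene, r was 0.811 for PTCRA, 0.774 for H2AC6 and -0.126 for the T cell score. Over the follow-up arrays that did not stand apart, the values were 0.875, 0.789 and 0.00958. In the other views the T cell score lay below 0. At baseline it gave r = -0.233 (rho = -0.182, permutation p = 0.0501 and 0.128, adjusted p = 0.113 and 0.230, r = -0.154 without the 2 farthest patients). For the within-patient change it gave r = -0.333 (rho = -0.192, permutation p = 0.0079 and 0.106, adjusted p = 0.0237 and 0.158), with r = -0.158 without the 2 farthest patients and -0.374 without the patients with an array that stood apart.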

## Discussion

In this post-hoc analysis of the YELLOW II study, patients with DM showed a significant increase in FCT and improvement in CEC as seen in patients without DM, with comparable reductions in LDL-C. Despite these favorable reductions, the magnitude of reduction in inflammatory biomarkers and macrophage content was attenuated in the setting of DM. This could be explained by existence of both LDL-C dependent and LDL-C independent mechanisms of plaque regression induced by statins. Gene expression analysis suggests changes in pathways that relate to platelet activation and modulation of the fibrous cap beyond just thickness that might render patients with DM at higher residual cardiovascular risk despite achieving evidence based lipid goals.

Plaque composition plays a role in plaque disruption and thrombosis. Atherosclerotic lesions in patients with acute coronary syndromes and sudden cardiac death were found to have large lipid cores and increased macrophage infiltration leading to a higher risk for disruption than sclerotic plaques^30, 31^. In a postmortem study of patients who presented with sudden cardiac death, coronary plaques in diabetic patients were associated with larger necrotic core size and more diffuse atherosclerosis with inflammatory cell infiltrates, such as macrophages and T lymphocytes^32^. Inflammatory macrophages, often referred to as M1 macrophages, are involved in pathogen recognition and inflammatory cytokine secretion. Tissue repair is thought to be mediated by M2, or alternatively activated, macrophages^33^. Macrophages are also capable of degrading the extracellular matrix by phagocytosis or by secreting proteolytic enzymes—in particular, a family of metalloproteinases (MMPs) which may weaken the fibrous cap, predisposing its rupture^34^.

The inhibitory effect of statins on MMP-9 secretion suggests a potential stabilizing effect of these drugs on the atherosclerotic plaque^35^. Parathath *et al*. demonstrated in their mouse model that many of the benefits on plaque composition i.e. fewer M1 macrophages, more collagen, less inflammation, and more M2 macrophages after lipid reduction were attenuated in diabetic mice^36^. In our study, although there was a reduction in several macrophage parameters, we did show a residual increase in macrophage content. The difference in plaques seen in our study compared to the previous studies is that the lipid plaques were of patients with stable CAD and hence the inflammatory infiltrate at baseline may not have been different.

It is also known that systemic and coronary inflammation play an important role in the initiation, progression, and precipitation of atherothrombosis superimposed over traditional risk factors^37^.

Several markers of inflammation have been evaluated in the previous years. C-reactive protein (CRP), a non-specific marker of inflammation, has been proven to be one of the strongest predictors of the risk of cardiovascular events in patients with cardiovascular disease^38^. In patients with type 2 diabetes, CRP levels have also been shown to predict future cardiovascular events^39^. IL-6 is an important regulator of CRP expression in the liver, and is released in abundance into circulation during inflammatory processes. Studies have shown that CRP and IL-6 variations are significantly associated, however there is no significant reduction in plasma IL-6 levels after statin treatment^40^. This suggests that other cytokines involved in CRP regulation (TNF-α, interleukin 1β) may be the primary factors for statin effects. IL-1β^41^ and TNF-α are involved in the pathogenesis of DM and the oxidative stress caused by these pro-inflammatory cytokines in the setting of DM may blunt the effect of statins in regulating CRP levels.

Our transcriptomic findings support our vascular imaging findings. 

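Over all 72 patients, a group wider than the DM and non-DM groups, SQLE, HMGCS1 and INSIG1, of 16 measured genes of sterol synthesis, rose in PBMC from baseline to follow-up, and ABCA1, ABCG1 and MYLIP, of 11 measured genes of LXR targets and cholesterol efflux, fell, by small amounts. As a list, the LXR and efflux genes passed the test with the preset correlation but not with an estimated one. SQLE, which encodes squalene epoxidase, rose by a log2 fold change of 0.24 (standard error 0.03, adjusted p = 1.05e-08 from limma, higher in 57 of 72 patients), HMGCS1, the synthase that makes HMG-CoA, by 0.10 (standard error 0.02, adjusted p = 0.00921, higher in 48), and INSIG1, a sterol-regulated protein that restrains cholesterol synthesis, by 0.17 (standard error 0.04, adjusted p = 0.0156, higher in 54). ABCA1 and ABCG1, which move cholesterol out of cells onto lipoprotein particles, had log2 fold changes of -0.31 (standard error 0.05, adjusted p = 6.22e-07, lower in 57 patients) and -0.22 (standard error 0.03, adjusted p = 6.90e-07, lower in 56). MYLIP, which targets the LDL receptor for degradation, fell with them, at -0.22 (standard error 0.04, adjusted p = 0.000284, lower in 58). RHOB, a small GTPase modified by isoprenoids that are made from mevalonate, had the largest change of any gene that passed, at 0.34 (standard error 0.06, adjusted p = 2.45e-05, higher in 58 patients), and the fatty acid desaturases FADS1 and SCD rose by 0.25 (standard error 0.03, adjusted p = 4.36e-08, higher in 55) and 0.15 (standard error 0.03, adjusted p = 0.00439, higher in 49).
Of 16 measured genes of sterol synthesis, 3 rose, none fell and 13 did not pass, and 6 were higher when adjusted over the list alone. The list as a whole shifted upward in limma's camera test (adjusted p = 9.17e-08 over 31 lists, and adjusted p = 0.00487 with an estimated correlation). Of 11 measured genes regulated by the sterol receptor LXR or of cholesterol efflux, ABCA1, ABCG1 and MYLIP fell, SCD rose and 7 did not pass, and 3 were lower and 2 higher when adjusted over the list alone (camera adjusted p = 0.0129 downward, but adjusted p = 0.191 with an estimated correlation). Of 5 measured genes for small GTPases and the statin-responsive factor KLF2, RHOB alone rose over all genes and 2 were higher when adjusted over the list alone (camera adjusted p = 9.65e-05, and adjusted p = 0.0201 with an estimated correlation). The 8 markers of nonclassical monocytes, the subset that carries CD16, all had estimates above 0. None of these passed over all genes and 6 were higher when adjusted over the list alone (camera adjusted p = 7.24e-09, and adjusted p = 0.0157 with an estimated correlation), led by HES4 at 0.24 (standard error 0.07, adjusted p = 0.0906, higher in 51 patients) and CDKN1C at 0.22 (standard error 0.07, adjusted p = 0.101, higher in 46), both of which passed with a fixed replicate block and among the brightest genes. FCGR3A, the gene for CD16, had the smallest estimate of these 8 markers, at 0.06 (standard error 0.05, adjusted p = 0.665 from limma). No gene of 12 inflammatory cytokines and their regulators passed (camera adjusted p = 0.446, and adjusted p = 0.772 with an estimated correlation). Among them, TNF was at -0.12 (standard error 0.05, adjusted p = 0.259, lower in 45 patients) and IL1B at 0.10 (standard error 0.05, adjusted p = 0.426, higher in 43).
In all, 55 of 10702 genes passed, 32 higher and 23 lower, and 1339 had an unadjusted p under 0.05. Their absolute log2 fold changes ran from 0.06 to 0.34 with a median of 0.11, where the median over all genes tested was 0.02 and the median standard error 0.02. The other genes among the 10 largest rises were WARS1, HMOX1 (heme oxygenase 1), TMEM51, FCGR1BP, MEFV and ABI3, and among the 10 largest falls SESN1 and AEN, which are known targets of p53, and ORM1, TMEM135, SMAD3, ZNF540 and SLC38A2. FCGR1BP, MEFV, ABI3 and ORM1 did not pass with array weights, and the probe of FCGR1BP may share its signal with FCGR1A, of which it is a near-identical copy. Without the pairing of visits by a replicate block 4 genes passed and with a fixed replicate block 90, and without the filter on dim probes 10 of 19432 genes passed, with HMGCS1, INSIG1 and SCD not among them, and among the brightest 5864 genes 89. With 8 cell type scores as covariates 16 genes passed, 13 of them among the 55, so most calls were lost. All 55 genes kept their direction, and their median absolute change fell to 0.673 of its value. Whether a shift in the mix of blood cells underlies the changes therefore stays open. In simulated data for this comparison, the test recovered 64% of genes changed by 0.1 on the log2 scale, 98% at 0.2 and 100% at 0.3 and at 0.5. The changed genes were drawn at random, with noise independent between genes, so these rates describe typical genes. Genes that vary widely can miss the threshold at such sizes, as did DUSP1 at 0.33 (standard error 0.12, adjusted p = 0.167 from limma) and DEFA4 at -0.29 (standard error 0.13).

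**Figure D2:**
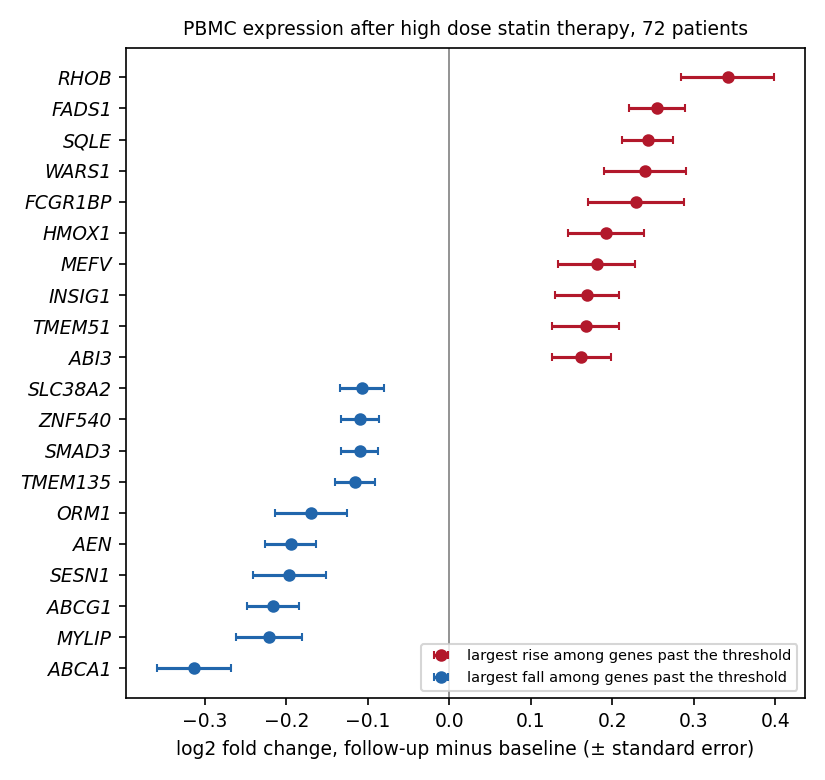
Log2 fold change from baseline to follow-up (horizontal axis, with bars of 1 standard error) over 72 patients for the 10 genes with the largest rise and the 10 with the largest fall among those past an adjusted p of 0.05. RHOB lies at 0.34, SQLE at 0.24 and ABCA1 at -0.31.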

As this was a secondary, subgroup analysis, we can likely explain the paucity of genes differentially expressed between DM and non-DM patients as a result of limited power coupled with the relatively minor magnitude of expression changes that result from statin therapy, as demonstrated in our initial YELLOW II study. However, through our approach of combining two complementary forms of network inference, weighted gene Coexpression networks (WGCN), and Bayesian networks (BN), we were able to alleviate power concerns and detect biologically sensible and meaningful results.

The two modules of co-expressed genes correlate well with imaging findings. First, we demonstrated that our gene module that clinically correlated with FCT (Collagen Module) had significant roles in collagen and extracellular matrix synthesis and function. Collagen is an important component of the extracellular matrix of the arterial wall. Evidence suggests that the amount and organization of matrix collagen is associated with the mechanical stability of the fibrous cap. Smooth muscle cells (SMCs) in atherosclerotic plaques are responsible for synthesizing collagen. In the normal artery, SMCs are present in the media and perform a contractile role. In atherosclerotic plaques, SMCs migrate from the media to the intimal layer, resulting in an increase in collagen content^42^. Inflammatory cells such as macrophages in inflamed atheromas release matrix metalloproteinases (MMPs), causing the proteolysis of matrix collagen accompanied by the apoptosis of intimal SMCs, which impedes collagen synthesis^42^. This dynamic imbalance between collagen synthesis and degradation causes a net reduction in collagen content in the fibrous cap, which may predispose a plaque to rupture. Plaque stabilization with lipid-lowering therapy reverses this process, in both the cap and lipid pool, by restoring collagen production and reversing the effects of collagen degradation^43^. Plaques from subjects with DM are characterized by markedly reduced levels of collagen and elastin, connective tissue proteins that are critical in maintaining the stability of atherosclerotic plaques^30^. In our WGCN analysis we found differences in genes expressed for collagen catabolism between DM and non-DM patients, which could suggest the increase plaque vulnerability seen in DM patients. Interestingly, our WGCN analysis found that this module was also associated with innate immune responses to bacterial pathogens, which correlates well with the possible role of M1 macrophage function in relation to plaque composition. 

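The Collagen Module, with its genes of responses to bacteria such as LTF and CAMP, was compared across patients with markers of blood cells. Across the 72 follow-up arrays, its eigengene correlated with a score of 14 monocyte markers, which include CD14 and CSF1R, at r = 0.308 (rho = 0.342), with permutation p = 0.00862 for r and 0.00345 for rho. Adjusted over 27 pairs of a module and a cell type, this gave adjusted p = 0.0793 for r and 0.0466 for rho. With a score of 9 markers of mature neutrophils, which include CXCR2, FCGR3B and CSF3R, the eigengene correlated at r = 0.256 (rho = 0.213, permutation p = 0.0309 and 0.0730, adjusted p = 0.208 and 0.207). At baseline, the monocyte score gave r = 0.200 (rho = 0.153, permutation p = 0.0926 and 0.201, adjusted p = 0.167 and 0.319, r = 0.0953 without the 2 patients farthest from the median), the mature neutrophil score r = 0.265 (rho = 0.361, permutation p = 0.0271 and 0.00222, adjusted p = 0.0732 and 0.0300, r = 0.190 likewise) and a T cell score r = -0.358 (rho = -0.144, permutation p = 0.00252 and 0.227, adjusted p = 0.0275 and 0.340, r = -0.178 likewise). Between the visits of a patient, the change of the eigengene correlated with that of the score of 14 T cell markers, the strongest by r but not by rho, at r = -0.689 (rho = -0.400, permutation p = 1e-05 and 0.00053, adjusted p = 9e-05 and 0.00358), with r = -0.513 without the 2 patients farthest from the median and -0.697 without the patients with an array that stood apart. With the change of the monocyte score it correlated at r = 0.451 (rho = 0.411, permutation p = 0.00024 and 0.00034, adjusted p = 0.00162 and 0.00358), with r = 0.319 without the 2 patients farthest from the median and 0.439 without the patients with an array that stood apart. With the change of the mature neutrophil score it correlated at r = 0.292 (rho = 0.232, permutation p = 0.0193 and 0.0504, adjusted p = 0.0489 and 0.105), with r = 0.244 without the 2 farthest patients and 0.360 without the patients with an array that stood apart. In this view, r also passed for the dendritic cell score at -0.364 (rho = -0.207, permutation p = 0.00249 and 0.0812, adjusted p = 0.0112 and 0.137, r = -0.235 without the 2 farthest patients and -0.355 without those with an array that stood apart), the platelet score at 0.325 (rho = 0.316, permutation p = 0.0059 and 0.0068, adjusted p = 0.0199 and 0.0262, r = 0.264 and 0.323 likewise) and the progenitor score at 0.275 (rho = 0.272, permutation p = 0.0199 and 0.0207, adjusted p = 0.0489 and 0.0558, r = 0.250 and 0.259 likewise). Of the pairs that passed by rho alone, the change of the proliferation score gave rho = 0.340 (r = 0.158, permutation p = 0.00399 for rho and 0.167 for r, adjusted p = 0.0207 and 0.282, r = 0.163 without the 2 farthest patients and 0.133 without those with an array that stood apart) and that of the erythroid score rho = 0.293 (r = 0.221, permutation p = 0.0128 and 0.0656, adjusted p = 0.0431 and 0.148, r = 0.264 and 0.223 likewise). At baseline these were, beside mature neutrophils, the progenitor score (rho = 0.319, r = 0.263, permutation p = 0.00651 and 0.0263, adjusted p = 0.0439 and 0.0732, r = 0.287 without the 2 farthest patients) and the proliferation score (rho = 0.330, r = 0.268, permutation p = 0.005 and 0.0258, adjusted p = 0.0439 and 0.0732, r = 0.145 likewise). At follow-up, the monocyte markers gave r = 0.311 and the neutrophil markers r = 0.121 without the 2 patients farthest from the median eigengene, and 0.302 and 0.297 (rho = 0.346 and 0.189) over the follow-up arrays that did not stand apart. From the enrichment of the module for responses to bacteria, the paper proposes a link with the function of M1 macrophages in the plaque.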

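CEACAM8 and PGLYRP1 followed the Collagen Module at baseline and in the change between visits as well. At baseline, r with the eigengene of the other genes was 0.953 (rho = 0.948) for CEACAM8 and 0.929 (rho = 0.916) for PGLYRP1, and for the within-patient change 0.939 (rho = 0.929) and 0.938 (rho = 0.899). Each had a permutation p of 1e-05 in both views. Without the 2 patients farthest from the median eigengene, r at baseline was 0.951 and 0.909, and for the change 0.919 and 0.906. Leaving out the patients with an array that stood apart gave 0.951 and 0.941 for the change. A patient's Collagen Module level at baseline was carried over to follow-up in part, with r = 0.583 (rho = 0.604) between the visits across the 72 patients (permutation p = 1e-05 for both, adjusted p = 2e-05 over the 2 modules), against r = 0.447 (rho = 0.331, permutation p = 0.0001 and 0.00494) for the Platelet Module. For the Collagen Module, r between the visits was 0.645 without the 2 patients farthest from the median and 0.576 without the patients with an array that stood apart, and for the Platelet Module 0.421 and 0.456.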

Our BN analysis confirmed the role of this module in immunity, as both identified key driver genes (*CEACAM8* and *PGLYRP1*) are involved in host responses to pathogens mediated by the innate immune system.

The second WGCNA gene module (platelet module) along with our identified key driver genes suggests that a key feature of diabetes is platelet dysfunction. Indeed, as vascular and platelet dysfunction is a precursor for coronary artery disease, this finding is sensible biologically. It has been known for some time that platelet dysfunction is integral to diabetic vasculopathy^44^. Studies have explored the effect that statins exert a direct antiplatelet effect independent of their cholesterol lowering properties. Diabetic patients are known to have a systemic isoprostane overproduction^45^, which are a family of eicosanoids derived from arachidonic acid interaction with reactive oxidant species (ROS). ROS generated by NOX2, play a crucial role in platelet isoprostane formation and serve to propagate platelet activation, amplifying platelet response to common agonists via glycoprotein (Gp)IIb/IIIa activation. Statins’ antiplatelet effects appear to occur by NOX2 downregulation, with ensuing platelet isoprostane lowering^46^. It is unknown whether this effect is blunted in DM patients given the overproduction of isoprostanes and the differential expression of genes regulating platelet activation. Our discovery that well-known mediators of platelet function such as COX-1, GPIIIa, and GPIX are implicated as key drivers of gene regulation in diabetic states confirms the plausibility of our biological findings. Generally, key driver nodes within gene regulatory networks are attractive targets for pharmacological intervention. Indeed, these genes are currently targeted by approved compounds such as NSAIDs and GPIIb/IIIa inhibitors like abciximab. However, as there is only emerging evidence for the roles of identified genes such as *MTURN*, *NGRN*, and *TSPAN9* in platelet function, we believe that these may ultimately prove to be attractive and novel targets for future drug development.

## Limitations

The duration of follow up was short and a longer follow up time may demonstrate morphological differences between the two groups. As this was a secondary, subgroup analysis, there was a paucity of genes differentially expressed between DM and non-DM patients due to limited power. We note that the gene expression findings we observed may have a genetic basis which we could not assay in this study. Due to the previously demonstrated benefits of intensive statin therapy for secondary prevention of cardiovascular disease, we could not ethically randomize patients to a placebo control arm.

## Conclusion

The study findings suggest that aggressive statin therapy achieves significant reduction in LDL-C levels and stabilizes the plaques in diabetics as in non-diabetics. However, the genetic results suggest changes in diabetics related to platelets and properties of the fibrous cap other than thickness that might render patients with DM at a higher residual cardiovascular risk despite goal lowering LDL-C levels. We believe these findings may present a step towards better understanding of diabetes specific cardiovascular pathology and may ultimately help to guide future therapy development.

## Methods

### Study Design and Procedures

The design of the YELLOW II study has been previously described^15^. From August 2013 to February 2015, 91 patients with multivessel CAD were enrolled in the original YELLOW II study. Eighty five patients underwent PCI for a culprit lesion followed by OCT and NIRS/IVUS imaging of an obstructive NCL. Patients were categorized by presence or absence of DM at baseline (Supplementary Figure 2). DM was defined according to clinical history and/or use of oral hypoglycemic agents or insulin. Following enrollment, all subjects received 40 mg of rosuvastatin daily. At 8–12 weeks post-enrollment (follow-up), the NCL was reimaged as a part of staged intervention. All procedures were performed at the Mount Sinai Catheterization laboratory. Serial changes of serum lipids, high-sensitivity C-reactive protein (hs-CRP), and apolipoproteins were assessed at baseline and follow-up procedures. In addition, fasting blood samples were obtained during both baseline and follow-up for CEC quantification and PBMC isolation. Off-line gray-scale IVUS, NIRS and OCT analyses were performed by an independent laboratory, the Cardiovascular Research Foundation (New York, NY), according to the current guidelines^47, 48^. Statistical analyses were performed by the data-coordinating center at the Cardiovascular Institute of Mount Sinai Hospital (New York, New York).

### Statistical Analysis

Categorical variables are presented as counts and percentage and compared using a chi-square or Fisher’s exact test. Continuous measurements are expressed as mean ± SD for normally distributed variables or median and interquartile range (25th percentile, 75th percentile) for nonparametric data. The Shapiro-Wilk test was used to assess the normality of continuous data. The significance of continuous variables at follow-up compared to baseline measurements was assessed using the Wilcoxon signed-rank test. The Student t-test or Mann-Whitney U test was used for between-group comparisons of biochemical parameters and plaque characteristics. The biochemical parameters and CEC after therapy were calculated by subtracting the baseline values from those at follow up. In addition, we performed multivariate linear regression analysis to examine whether DM has an independent effect on the changes in CEC and plaque morphology after statin treatment. DM status represented the exposure of interest in each statistical model, while dependent outcomes included different measures of changes in plaque severity assessed by OCT (fibrous cap thickness, lipid arc and length, lipid volume index, macrophage arc and length), IVUS (plaque burden, percent atheroma volume and total atheroma volume), and NIRS (maxLCBI4mm). Variables demonstrating significant differences between patients with and without DM were included as additional covariates of DM in each model in addition to known risk factors (smoking, hypertension, BMI). Results were reported as beta coefficients with 95% confidence intervals (CIs) and p values. All reported P values are two-tailed, with a P value < 0.05 indicating statistical significance. All analyses were performed with the use of SAS software, version 9.4.

### Translational Studies

Cholesterol efflux capacity (CEC) was quantified by measuring the efflux of radiolabeled cholesterol from mouse cell line J774 macrophages to patient apolipoprotein B (apoB)-depleted serum as previously described^49, 50^. All the assays were performed in triplicate.

### Microarray Preparation and Differential Gene Expression Analysis

PBMCs were isolated from patient blood by density gradient centrifugation using Ficollpaque premium. RNA was isolated using TRIzol protocol and gene expression profiling was performed using the Illumina Human HT-12 v4 bead chip array as previously described^15^. We performed quality control, variance-stabilizing transformation normalization, filtering of unexpressed transcripts, and correction for any batch effects resulting from preparation of the microarrays as previously described. Gene expression data is available from the NIH Gene Expression Omnibus (GEO) website with the ID GSE86216. We fit mixed linear models to the processed probe expression values and evaluated regression model coefficients with the empirical Bayes method. The model was parameterized using a 2 × 2 factorial design in which we estimated the following contrasts: (1) Differences in DM patients from baseline to follow-up; (2) differences in non-DM patients from baseline to follow-up; (3) differences between DM and non-DM patients, controlling for changes from baseline to follow-up (interaction term). All regression coefficient P values were adjusted for multiple testing with the Benjamini-Hochberg (BH) method to control for false discovery at a 5% rate (5% FDR).

### Weighted Gene Coexpression Analysis

We used weighted gene coexpression analysis (WGCNA)^51^ to discover clusters (or “modules”) of co-expressed genes. Genes are coexpressed if their expression values are correlated with each other. Briefly, in WGCNA genes are considered as nodes in a network whose adjacency is weighted by their coexpression on a logarithmic scale. We then apply hierarchical clustering on the constructed network to identify gene modules, where branches of the constructed dendrogram correspond to unique gene modules. We tested the first principal component of each gene module’s expression matrix (called an “eigengene”) for correlation with DM status. Eigengenes can be considered a vector representing the weighted expression profile of all module genes^51^. Gene sets from the two modules whose eigengenes were associated with diabetes status were then queried with EnrichR^52^ to test for the statistical enrichment of gene functional and ontological properties from several databases. As above, we corrected reported P values at a 5% FDR with the BH method. We conducted a simulation study to analyze the reproducibility of gene expression modules (Supplementary Figure 3).

### Bayesian Network Generation

We used the software RIMBAnet to construct Bayesian networks (BNs) from gene expression data^53^. The continuous gene expression data was discretized into three states for each gene: high expression, low expression, and unexpressed. States were assigned by first normalizing each gene’s expression values across individuals and then K-means clustering (k = 3) was performed with the option of reclustering if the gene did not have an even distribution across the original three clusters, in which case, the gene would be classified into two clusters: high and low expression. The maximum number of parent nodes allowed for any given node was set to 3. After successfully running 1,000 reconstructions, we pooled the networks together to create a consensus network. BNs are directed acyclic graphs (DAG) by definition; therefore, in the event of a cycle in the consensus network, the edge present the least number of times in 1,000 reconstructions was removed to break the cycle. This process was repeated until no cycles were present and the resulting network was a DAG.

### Identification of the largest subgraph and key driver nodes

Nodes from relevant coexpression modules were projected on the BN generated from blood samples collected at the follow-up visit. The largest subgraph was constructed by selecting the first-degree neighbors of nodes in either direction (in-degree or out-degree) projected onto the BN to identify the most highly connected sub-structure. Key driver nodes (KDs) were detected by calculating the shortest downstream path length between each pair of nodes in the network. For each candidate key driver node, we calculated the inverse of path length between the candidate key driver node and every other node in the network. The inverse path lengths were then summed to obtain a final connectivity score per node. Based on this calculation, nodes in the 97.5th percentile of highest connectivity were classified as KDs.

### Data Availability Statement

Gene expression data was submitted to Gene Expression Omnibus (GEO) database, the series accession ID GSE86216.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

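Gene expression was measured in PBMC of 72 patients with coronary artery disease, at baseline and after 8 to 12 weeks of rosuvastatin at 40 mg daily, on 144 Illumina HumanHT-12 v4 arrays. Baseline and follow-up were taken from the sample labels. DM status is not given in the sources used here, so no comparison of DM with non-DM patients was made, and every value pools both groups. No column of values was left without a sample.

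The authors deposited intensities on a linear scale from which the background had been subtracted, as the values below 0 show, without normalization between arrays. The scanner software is not given in the sources used here. The authors also deposited a table of processed log2 values for the same probes. Its columns share 1 distribution, since the sorted columns differ by at most 0.0082, so it was quantile normalized. Within each array its ranks are nearly those of the intensities (lowest rank correlation 0.999996). Its values run from 6.27 to 13.8 with a column median of 6.62, its base and offset stay unstated. The paper names a variance-stabilizing transformation and a correction for batch effects, and the submitters' processing notes name limma 3.28.17. A correction of single probes for batches would change the ranks within an array, so none is seen in the authors' table. The values used here were not corrected for batches either. Probes were named through the platform annotation, with 27819 of 29377 updated through their Entrez ID.

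From the intensities, values were quantile normalized between arrays and transformed as log2(value + 50), so fold changes are on that scale and understate the change of dim genes. The offset of 50 was chosen to keep negative intensities usable and was not written down before the data were examined; normexp background correction with an offset of 50 was run as an alternative chosen after seeing the data. A probe was kept when its mean level was above the median of all probes, and a gene was represented by its expressed probe with the highest mean level. The intensity tables hold no detection p, so a planned filter on detection p was replaced by this one, as set out in advance. Signal over background limits what can be measured: at most 51.1% of the probes of an array lay above 3 times the spread of its negative values. No chip was named in the tables, so chips were not examined as batches.

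Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with limma 3.58.1 and data.table 1.17.8 were used. Follow-up was compared with baseline by limma's lmFit and eBayes with the patient as a random block through duplicateCorrelation, which gave a consensus correlation of 0.530, and with Benjamini-Hochberg adjustment over 10702 genes at a threshold of 0.05. The pairing comes from the sibship number in the sample labels, which was read as the patient. The numbers in the sample titles differ between the visits of a patient. To look at the labels, each baseline array was compared with all follow-up arrays over 100 genes after removal of 3 components. These genes were the ones most correlated between the visits under the deposited pairing. They favor labelled pairs, so the comparison is not an independent check of the pairing. For 67 of 72 patients the best match was the array of the same sibship number, and 2 patients' arrays matched each other's. Of the other 3 patients all 3 had an array that stood apart. Labels were kept as deposited, and nothing was exchanged.

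Gene lists, tests, alternatives and the rule for naming genes were fixed before the data were examined, apart from those said to be added later. The 33 lists cover sterol synthesis, LXR targets and efflux, small GTPases with KLF2, interferon response, inflammatory cytokines, immediate early genes, NOX2, MHC class II, ribosomal proteins, oxidative phosphorylation, 14 cell types or states, the groups of Table 5, the KD genes and the other genes the paper names. Lists with at least 4 measured genes were tested by camera on within-patient differences with a preset correlation of 0.01 and with an estimated one. With the preset one, nearly all exchanges of the visits within patients still put some lists past the threshold. Passing with it alone is therefore weak evidence. Genes named are those of the paper's results and Table 5, IL6, TNF, IL1B, MMP9 and CYBB, the 10 with the largest rise and the 10 with the largest fall among those that passed, and up to 4 members per list with the smallest p. The lists drawn from Table 5 and the KD genes were chosen by the study on these samples. Some Table 5 genes are not named here, and MMP8, CRISP3 and SLPI of the Collagen Module lay below the filter, which left 28 of its 33 genes. For the Platelet Module, 35 of the 36 genes of coagulation and platelet activation were measured. The transcription regulators that Table 5 also gives for it, 6 of them measured, form a list of their own and are part of neither the eigengene nor the coexpression and ranks. C15orf54 is LINC02915 in current nomenclature.

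The eigengene of a module is the first principal component of the standardized Table 5 genes. Coexpression was set against 10000 random gene sets matched on mean level, and correlations were tested with 100000 permutations. Scores of cell types are means of standardized marker genes without those of the module. Clustering used an unsigned adjacency with a soft power of 6, topological overlap, average linkage and a fixed height of 0.95. The functional enrichment and the Bayesian networks of the paper were not rebuilt here.

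The tests were checked on simulated data. For the comparison of visits, 200 of 10702 genes, drawn at random, were changed, with noise independent between genes. The test called 191 genes, of which 10 were unchanged. Planted modules were simulated with 1500 genes. At a planted correlation of 0.8, clustering returned over 90% of modules of 40 and of 242 genes in 20 of 20 draws on 144 and on 72 arrays. At 0.65 it did so in 20 of 20 draws on 144 arrays and in 19 of 20 on 72 arrays. At 0.5 it did so in 0 of 20 draws: the module of 242 genes yielded a median of 0 and at most 136 genes on 144 arrays, and at most 111 on 72. The Platelet Module had a mean pairwise r of 0.482 over the 72 follow-up arrays and 0.574 over the 72 baseline arrays, and none was computed over 144. The first value lies near the correlation at which planted modules were mostly not returned. A cluster was still found for the module, so the simulations do not say how complete that cluster is.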

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

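Of the tests in this part, the comparison without the patients whose arrays stand apart and the platelet score without the KD genes were chosen after the results were seen, and the removal of the leading component and the list settings with normexp, a noise filter, that component or patients left out after the data were seen.

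The paper reports tests within and between the DM and non-DM groups. For expression changes with statin therapy, which it calls relatively minor, it refers to the initial YELLOW II study. The genes of that study were not compared here. Over all 72 patients, 55 genes passed limma's test from baseline to follow-up, and 54 of these are genes the paper does not name, ORM1 being the other. When the visits were exchanged within patients, 1 of 100 splits, the real one, called as many genes, and the highest of the others called 3. So high a count is therefore unlikely by chance alone, which does not say that each of the 55 genes changed. Without the 6 patients with an array that stands apart, the median change of the 55 genes in the direction called was 1.00 times that over all 72 patients. The size of the changes thus did not rest on these patients. The genes were called with them included, and 6 of 72 patients can move this median little. The comparison could therefore hardly have pointed to these arrays. Without these patients 43 genes passed, 36 of them among the 55. A shift in the mix of blood cells stays open: with 8 cell type scores as covariates the median absolute change fell to 0.673 of its value, from 0.11 to 0.07 on the log2 scale, all 55 genes kept their direction, and 16 genes passed, 13 of them among the 55. An effect of rosuvastatin stays open and was not tested, since every patient was treated between the visits, which confounds drug and time. The paper also lists statin use at baseline for most of its patients, so baseline was mostly not free of statins. It further describes PCI of a culprit lesion before the follow-up imaging, which cannot be told apart from the drug either.

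The paper tests no gene list between visits. With an estimated correlation, 3 of 31 lists passed in that comparison: sterol synthesis at adjusted p = 0.00487 (12 of 16 genes above 0), nonclassical monocyte markers at adjusted p = 0.0157 (8 of 8 above 0) and small GTPases with KLF2 at adjusted p = 0.0201 (4 of 5 above 0). Over the settings tried, these ran from 0.00105 to 0.0117, from 0.00311 to 0.106 and from 0.0117 to 0.106. With the preset correlation 16 lists passed, and 4 of 100 splits that exchange the visits within patients, the real one included, gave as many, with 17 in the highest of the others. Nearly all of the other splits still put lists past the threshold with this correlation. Passing with the preset correlation alone is therefore weak evidence of a shift, wherever it is given here.

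The Collagen Module genes vary together between patients. Their mean pairwise r was 0.676 with the leading component of the arrays removed, against 0.662 before, which argues against that component as the source. Mature neutrophils carried into the PBMC fraction cannot be told apart from other sources, since their score reached only r = 0.256 (0.140 to 0.364 at 1 standard error), which lies across the bound of 0.3 set in advance. Granulocyte precursors or immature neutrophils, which a density gradient may leave among the PBMC, also stay open, since 18 of the 19 measured granule markers are in Table 5 and the 1 left, MS4A3, is too little for a score. No biological explanation was tested, because DM status is not mapped.

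The Platelet Module genes vary together between patients. The mean pairwise r was 0.513 with the leading component removed, which argues against that component. The values are consistent with platelets carried into the PBMC fraction in amounts that differ between patients: the platelet score reached r = 0.931 (0.913 to 0.945 at 1 standard error) and r = 0.916 without the KD genes in it. Of the 21 measured platelet markers 9 are in Table 5 and were left out of the score. This does not exclude a difference in platelet RNA itself, and no biological explanation was tested, because DM status is not mapped.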

How the results depend on the processing

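The alternatives that leave out patients or arrays, use normexp background correction or a noise filter, or treat the leading component, and array weights for named genes, were chosen after the data were seen. Of 131 alternative values of the results set out in advance, 115 stayed within 1.5 times of the reported count or on their side of the threshold, judged for the eigengenes by unadjusted p; the adjusted p of the Collagen Module change was above 0.05 in 3 alternatives. The number of changed genes (55) was 10 without the filter on dim probes, 89 among the brightest 5864 genes, 4 with no replicate block, 90 with a fixed replicate block and 93 with the leading component as a covariate; 46 of the 90 and all of the 4 are among the 55. In the other alternatives it was 43 to 75, with 43 both without the patients with an array standing apart and without the 2 patients whose arrays matched each other, and with 1 probe per gene all of the 55 genes that were tested kept their direction (35 among the brightest genes, 54 with the noise filter, 55 otherwise); with every probe on its own, 54 did for the first probe listed. Of 31 lists, 16 passed with the preset and 3 with the estimated correlation. With no replicate block, only SQLE, FADS1, ABCA1 and ABCG1 kept their call, the list of the vascular wall lost its own, and 1 list passed with the estimated correlation, sterol synthesis; with a fixed replicate block HES4, CDKN1C and NCF1 gained a call. Of 448 alternatives for named genes, 400 kept their side of the threshold, 42 lost it and 6 gained it, none with a change of sign; for gene lists 304 of 331 kept it, 19 lost it and 4 gained it. The direction turned for 4 lists that passed in neither setting: inflammatory cytokines among the brightest genes (adjusted p = 0.373), the platelet KD genes without the patients with an array standing apart (adjusted p = 0.950), and mature neutrophil and NK cell markers without the patients whose arrays matched each other (adjusted p = 0.537 and 0.870). The cause was not tested. Pairs of a module and a cell type past the threshold (1 of 27) numbered 5 at baseline, 11 for the within-patient change, 10 for it without either set of patients, and 2 with Spearman's rho; the pair of the Platelet Module and platelet markers passed in all 9 alternatives. All 99 alternatives of the KD genes passed. The cluster of platelet genes (123 genes, 24 of Table 5) held 60 and 15 with a soft power of 8, 46 and 14 at a height of 0.9, and 71 genes on the follow-up arrays alone. It held 162 and 28 with a soft power of 4, 176 and 29 at a height of 0.98, and 133 genes on the baseline arrays alone. Not run were a block for chips and chip means, since the tables name no chip, filters on detection p, since they hold none, and intensities without background correction, since the background was subtracted before deposit. Signal over background limits dim genes: at least 20.3% of the probes of an array lay below 0.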

Differences from the paper's values

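All alternatives named in this part were set before the data were examined. The paper reports 19 modules, and the clustering gave 12. With the authors' value table (14), a soft power of 4 (16), a height of 0.98 (18) and the follow-up arrays alone (16), the number lies within 1.5 times of the paper's, and with a soft power of 8 (12), a height of 0.9 (10) and the baseline arrays alone (12) it does not.

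The paper reports 242 genes in the Platelet Module, and the cluster that held most of its Table 5 genes held 123. With a soft power of 4 (162) and a height of 0.98 (176), the number lies within 1.5 times of the paper's. With the authors' value table (90), a soft power of 8 (60), a height of 0.9 (46), the follow-up arrays alone (71) and the baseline arrays alone (133), it does not. The paper's text names neither the soft power nor the height nor the smallest module, and no setting tried reached either of the paper's numbers.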

Other observations

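The tests of the arrays that stand apart, those without either set of patients, those with the leading component removed and array weights for named genes were chosen after the data were seen.

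Interferon-response genes and MHC class II genes had estimates above 0 at follow-up throughout their lists, without any that passed over all genes. All 21 measured interferon-response genes lay above 0 (median log2 fold change 0.09; camera adjusted p = 2.87e-08, but adjusted p = 0.262 with an estimated correlation), for example OAS1, an antiviral enzyme, at 0.16 (standard error 0.06, adjusted p = 0.193, higher in 47 of 72 patients) and IFIT3 at 0.17 (standard error 0.07, adjusted p = 0.257, higher in 48). All 10 measured MHC class II genes, which serve antigen presentation, lay above 0 (camera adjusted p = 9.65e-05, but adjusted p = 0.191 with an estimated correlation), with 1 higher when adjusted over the list alone, HLA-DPA1 at 0.11 (standard error 0.04, adjusted p = 0.140, higher in 48). All 5 measured genes of the NOX2 complex lay above 0 as well (camera adjusted p = 0.00783, but adjusted p = 0.191 with an estimated correlation), with 1 higher when adjusted over the list alone, NCF1 at 0.20 (standard error 0.06, adjusted p = 0.0768, higher in 52). Of 16 immediate early genes, 14 lay above 0 and 3 were higher when adjusted over the list alone (camera adjusted p = 0.000118, but adjusted p = 0.262 with an estimated correlation).

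All 28 measured genes of the Collagen Module had estimates below 0 at follow-up, but only ORM1, which encodes an acute-phase protein, passed, at -0.17 (standard error 0.04, adjusted p = 0.0466, lower in 53 of 72 patients), and it did not pass with the authors' value table, with array weights, without the filter, without the pairing or without either set of patients left out (camera adjusted p = 2.85e-10 for the list, but adjusted p = 0.262 with an estimated correlation). The eigengene fell by 0.229 SD of its baseline values (standard error 0.101, sign-flip permutation p = 0.0236, adjusted p = 0.0471 over the 2 modules), although only 39 of 72 patients were lower. Over the alternatives the adjusted p ran from 0.0461 to 0.0669, and it was above 0.05 without the patients with an array that stood apart (0.0669), without the 2 patients whose arrays matched each other (0.0509) and with the leading component removed (0.0516), so this change is not stable. CEACAM8 was at -0.25 (standard error 0.12, adjusted p = 0.341, lower in 41) and PGLYRP1 at -0.18 (standard error 0.09, adjusted p = 0.383, lower in 42), and both were lower when adjusted over the 2 KD genes alone, which the study chose on these samples. Of its groups in Table 5, all 12 genes of responses to bacteria (camera adjusted p = 8.64e-07, but adjusted p = 0.262 with an estimated correlation), all 4 genes of the vascular wall (adjusted p = 0.0379, but adjusted p = 0.451 with an estimated correlation) and the 3 genes of collagen catabolism lay below 0. The overlapping list of 19 neutrophil granule markers did so too (adjusted p = 1.07e-08, but adjusted p = 0.262 with an estimated correlation). None of the 3 genes of collagen catabolism passed limma's test. PRTN3 was at -0.01 (standard error 0.03, adjusted p = 0.908). MMP9 at -0.15 (standard error 0.09, adjusted p = 0.501) and ELANE at -0.22 (standard error 0.11, adjusted p = 0.385) were each higher in 36 and lower in 36 patients. For the Platelet Module, 28 of 35 genes lay below 0 and none passed (camera adjusted p = 0.0211, but adjusted p = 0.781 with an estimated correlation), and the eigengene was at -0.098 SD (standard error 0.114, permutation p = 0.394, adjusted p = 0.394, lower in 36 of 72 patients). Of 6 measured transcription regulators that Table 5 gives for it, none passed over all genes, and 2 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.806, and adjusted p = 0.815 with an estimated correlation).

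FOLR3, for which the paper states a fall in non-DM patients, was at -0.02 over all 72 patients, a wider group (standard error 0.10, adjusted p = 0.952 from limma, lower in 33 and higher in 39), and LINC02915, which the paper calls C15orf54, at -0.03 (standard error 0.03, adjusted p = 0.714, lower in 39). The 6 measured genes of the list drawn from the paper's text, TNF, IL1B, MMP9, CYBB, LINC02915 and FOLR3, gave camera adjusted p = 0.681 as a list, and adjusted p = 0.806 with an estimated correlation. No gene of the cell type lists passed over all genes. Monocyte markers lay above 0 in 10 of 14 (camera adjusted p = 0.00434, but adjusted p = 0.451 with an estimated correlation) and T cell markers below 0 in 13 of 14 (adjusted p = 0.00434, but adjusted p = 0.418 with an estimated correlation). Ribosomal protein genes lay below 0 in 23 of 29 (adjusted p = 0.0197, but adjusted p = 0.418 with an estimated correlation). The other lists that did not pass with either correlation were those of B cells (preset adjusted p = 0.165), NK cells (0.855), dendritic cells (0.681), eosinophils and basophils (0.163), erythroid cells (0.0664), mature neutrophils (0.830), plasma cells (0.686), platelets (0.163), progenitors (0.277), proliferation (0.552) and oxidative phosphorylation (0.552).

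The 10 arrays that stand apart were higher than the other 134 by over 1 on the log2 scale in 15 of 10690 genes and lower in 165. The largest differences, picked after they were seen, were falls of PTMA (prothymosin alpha) at -2.84 and PABPC1, a binding protein of poly(A) tails, at -2.62, and rises of the fetal hemoglobin genes HBG2 at 1.48 and HBG1 at 1.36. Genes of the Collagen Module are among the 15 that were higher, namely ELANE at 1.19, DEFA3 at 1.16 and DEFA1 at 1.07. For these arrays, 4 of the 6 patients concerned had both visits in the group.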
